A study of Mus musculus with 9 samples. Its data were reported in "All-trans retinoic acid and arsenic trioxide fail to derepress the monocytic differentiation driver Irf8 in acute promyelocytic leukemia cells" (2017).

How the data were processed

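Gene expression had been measured by polyA RNA sequencing of GFP-positive acute promyelocytic leukemia (APL) cells sorted from FVB/NJ mice. The 9 libraries comprised 3 controls, 3 from mice given all-trans retinoic acid (ATRA) and 3 from mice given arsenic trioxide (ATO). Daily injections of 10 mg/kg ATRA or 4 mg/kg ATO were given for 6 days. Groups were taken from the sample labels, and each drug's library numbers follow the labels. The labels do not say that each library came from a separate animal, so the p-values measure only the spread between these samples.

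According to the methods text, the authors checked the reads with FastQC, trimmed them with cutadapt, aligned them to the mouse genome mm9 with STAR, kept uniquely aligned reads, counted them per gene with HTSeq-count and compared groups with DESeq2. The tool versions and the gene annotation are not given in the sources used here, and the submitters' processing notes name hg19 beside mm9. The deposited signal values were per-library normalized read counts, made by the authors in 2 tables, one for ATRA with its controls and one for ATO with the same controls. Each table also held a log2 fold change that the authors computed and moderated, and the deposited p-value and adjusted p-value of each gene. The authors' statistics were used only as an alternative.

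Each table was normalized separately. Dividing a column by its smallest step returned whole reads for 100% of its values above 0 within 0.001 read, and the control reads were identical in both tables for all 24391 genes and unnamed entries. The tables differ by a single factor per library, so the reads of the 9 libraries were scaled together by median-of-ratios size factors, which undoes the separate scaling exactly. The factors ran from 0.609 (ATO 3) to 1.378 (ATO 2). Entries whose symbols had been turned into dates (27, at most 0.173% of a library's reads) were left out. Of the other 24364 genes, 6536 had no read in any library.

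The unit of the deposited values called for a test on log2 values. The scaled values, with 0.5 added, were log2-transformed and fitted with limma 3.58.1 (R 4.3.3) in a single model of 3 groups with an intensity trend and no covariates. Genes with a value of at least 10 in at least 3 libraries were tested (12101 genes). With only 2 controls left in, a gene seen in the controls alone cannot meet that filter. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. The median standard error of a log2 fold change was 0.23, which gave a median 95% half-width of 0.50 at 12.72 degrees of freedom. Values in the text are scaled reads as mean ± SD with n = 3 per group, unless a log2 fold change with its standard error (SE) is given. The 0.5 added to each value pulls the fold changes of weakly expressed genes toward 0.

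Gene lists were compared with all other tested genes by cameraPR in limma with a preset correlation of 0.01 between genes, and the p-values were adjusted over the 24 lists with at least 5 tested members. The same lists were tested with a correlation estimated from the residuals. The lists covered neutrophil specific granules, azurophil granules, monocytes and macrophages, dendritic cells with MHC class II, p53 targets, S phase, G2 and M phase, retinoid response, NRF2 targets, heat shock, BCL2 family, stem and progenitor cells, erythroid cells, megakaryocytes, B lineage, T and NK cells, eosinophils with basophils and mast cells, stroma, immediate-early genes, ERK output, interferon, ribosome biogenesis, regulators named in the study, and ribosomal proteins. Of the sex-linked list only Xist was tested, and no mitochondrially encoded gene was in the tables. For each list, members were also adjusted over the list alone.

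The comparisons, thresholds, lists and most other settings were fixed before the data were examined. So was the rule for named genes. Trial fits with limma and edgeR and the authors' p-values had been seen when the final fit was set up, and the criteria of 2 tests in the closing part, for exchanged labels and for a single ATO library, were altered after their outcome and then set back to their first form. The naming rule took the 10 called protein-coding genes with the largest fold change in each direction and a mean of at least 100. It also took up to 4 called members of each list (or the 2 most expressed where none was called). The regulators and marker genes the study named were taken too. Other genes, such as those given library by library, were chosen after their values were seen. Coordinates are 1-based positions in mm9 from GENCODE vM1, and a newer annotation served for names and gene types. Scripts used Python 3.11.15 and numpy 2.4.6.

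The settings fixed in advance were the unadjusted p, a fold change over 2, the Benjamini-Yekutieli adjustment, no filter, a mean of at least 50, other pseudocounts, upper-quartile scaling, centring on the median gene, DESeq2 1.42.0 on the recovered reads, a block on the replicate number, a fit of only the 2 groups compared, and each library left out in turn. The fit of 2 groups uses the values of 1 table as deposited. Lists were also tested by ranks, with the log2 fold change as statistic and with a correlation of 0.05. Added after the data were seen were edgeR 4.0.16 on the recovered reads, removal of each library's trend with transcript length and GC content, thinning of all libraries to 12192491 reads, a run without control 2 and ATRA 3, and the authors' deposited statistics.

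The limma test was tried on simulated reads with 200 changed genes. At a 2-fold change it recovered 56% of 100 genes for ATRA, 53% for ATO and 60% for ATO against ATRA, and at a 4-fold change 97%, 99% and 100%. Of the calls, 11 of 164, 12 of 164 and 8 of 168 were wrong. The changed genes were all drawn from those with a mean of at least 50. Reads were drawn separately for each gene, without length or GC trends and without shifts of gene lists between libraries. These rates therefore do not cover weakly expressed genes or errors from such shifts.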

Results

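RNA sequencing profiled GFP-positive leukemia cells from a mouse model of APL, a myeloid leukemia driven by the PML/RARα fusion protein. Cells came from 3 control, 3 ATRA and 3 ATO libraries, and each drug was injected daily for 6 days. Whether the controls were injected with solvent is not stated, so effects of injection and drug cannot be told apart. Total reads on genes were 17529630, 15822998 and 17026453 in the controls, 17677845, 17855166 and 18082678 with ATRA, and 16542370, 25511738 and 12192491 with ATO. Between 13757 and 15397 genes had at least 1 read per library. Chil3, which encodes a chitinase-like protein of maturing neutrophils, took the most reads in every library (2.08 to 3.58%). Correlations between libraries of a group ran from 0.953 to 0.984 in controls, 0.971 to 0.991 with ATRA and 0.972 to 0.988 with ATO. The first principal component held 50.4% of the variance and parted controls from treated libraries, and the third (10.4%) set ATRA 3 apart (-45.34). On the second (17%) control 2, ATRA 1 and ATRA 2 lay at one end (-32.89, -27.79 and -22.87) and control 1 and ATO 3 at the other (32.74 and 34.37).

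ATRA is the ligand of RARα, and its comparison with control asked which genes of APL cells respond to it in vivo. The genes that rose included the heat shock gene Hspa1b, the AP-1 subunit genes Fos and Jund, and the cell cycle inhibitor gene Cdkn1a. Hspa1b, an inducible HSP70 chaperone gene (mm9, chromosome 17, 35093381 to 35096183), rose from 40.5 ± 10.4 to 857 ± 504 (n = 3 each), a log2 fold change of 4.26 (SE 0.34, adjusted p = 4.14e-05). Its near-identical neighbor Hspa1a rose by 4.34 (SE 0.39, adjusted p = 8.8e-05), and reads matching both copies were not counted. Fos, an AP-1 subunit gene (chromosome 12, 86814840 to 86818223), rose from 236 ± 58.6 to 1270 ± 306 (log2 2.43, SE 0.27, adjusted p = 0.000203). Cdkn1a, the gene of the cell cycle inhibitor p21 (chromosome 17, 29227924 to 29237667), rose from 1365 ± 166 to 3617 ± 509 (log2 1.40, SE 0.17, adjusted p = 0.000348). Jund rose from 1791 ± 313 to 4765 ± 665, and Banp, a nuclear matrix protein gene, from 461 ± 187 to 1293 ± 60.2. All 3 ATRA libraries lay above the 3 controls for these 6 genes.

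Mmp12, Gpnmb and Il2rb were among the genes that fell most with ATRA. Mmp12, the gene of macrophage elastase (chromosome 9, 7344381 to 7369499), fell from 1652 ± 380 to 84.8 ± 21.4 (log2 -4.28, SE 0.28, adjusted p = 1.73e-05). Gpnmb, a lysosomal glycoprotein gene of macrophages (chromosome 6, 48986517 to 49020928), fell from 12027 ± 7055 to 585 ± 202 (log2 -4.17, SE 0.44, adjusted p = 0.000149). Il2rb, a receptor gene of T and NK cells (chromosome 15, 78310983 to 78325496), fell from 255 ± 64.5 to 15.6 ± 13.3 (log2 -4.28, SE 0.54, adjusted p = 0.000479). All 3 ATRA libraries lay below the 3 controls for these 3 genes. In total, limma called 162 genes higher and 516 lower of 12101 tested. These counts became 295 higher and 314 lower without control 1, 23 and 141 without control 3, 44 and 345 without ATRA 1, and 43 and 361 without ATRA 2.

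**Figure D1:**
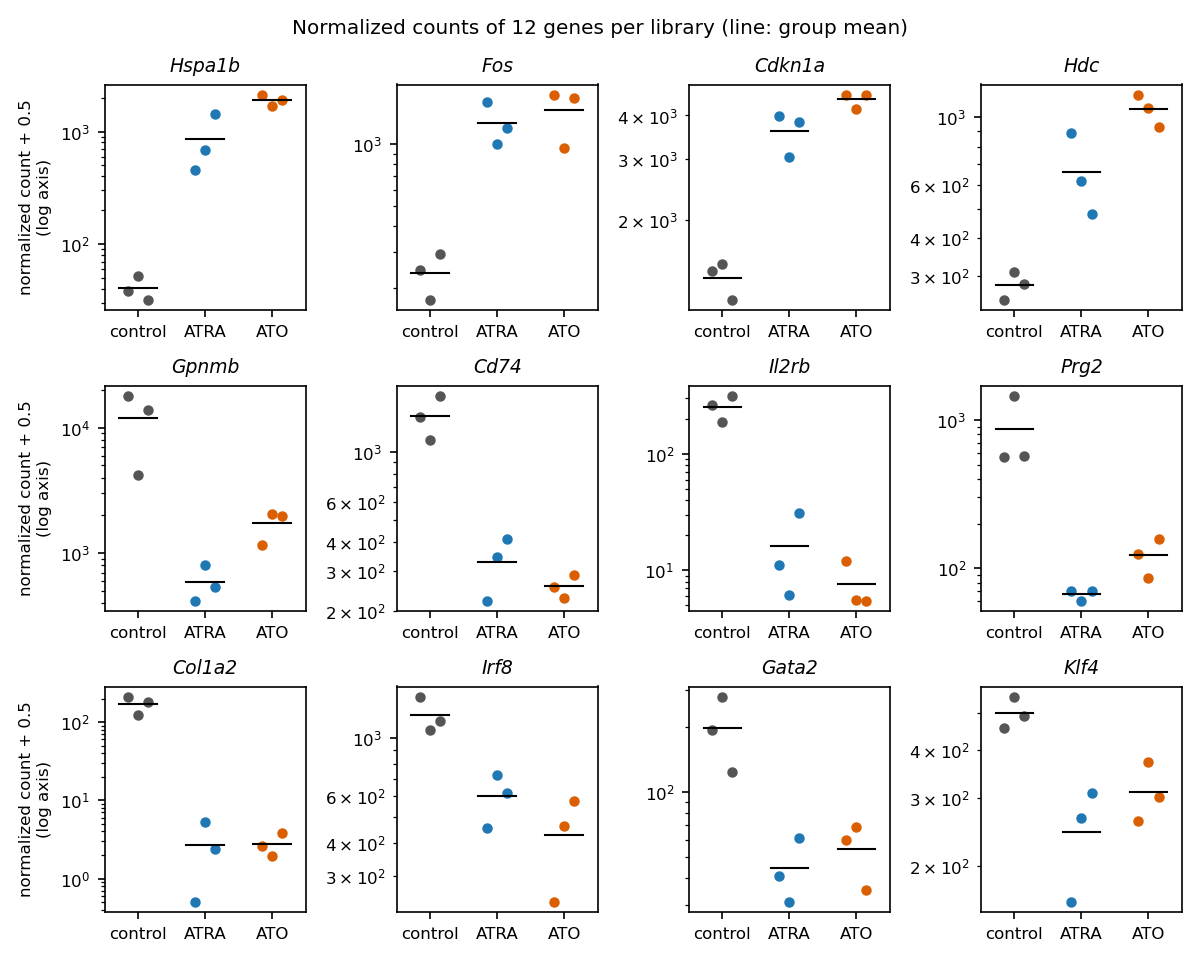
Scaled reads of 12 genes on a log axis, with a point per library and a line at each group's mean (n = 3 per group). Hspa1b sits at 857 with ATRA and 1895 with ATO against 40.5 in controls.

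The macrophage, antigen presentation and neutrophil granule lists were lower with ATRA, and the azurophil granule list was higher. Of 30 monocyte and macrophage genes 12 fell (median log2 -1.05, adjusted p = 8.29e-16), among them Apoe and C1qa. The list's adjusted p = 0.0824 with an estimated correlation. Among 13 dendritic cell and MHC class II genes 5 fell (median -0.32, adjusted p = 4.88e-06; adjusted p = 0.16 with an estimated correlation), and the median was -0.50 without control 2, -0.55 without ATRA 3 and -0.48 after removal of the length and GC trends. Cd74, the invariant chain gene (chromosome 18, 60963502 to 60972300), fell from 1431 ± 317 to 327 ± 98.1 (log2 -2.15, SE 0.25). H2-Ab1 fell too, and reads of FVB H2 genes were aligned to another strain's reference. In the neutrophil specific granule list 4 of 32 genes fell, including the collagenase gene Mmp8 (median -0.32, adjusted p = 0.0214; adjusted p = 0.613 with an estimated correlation). That list's adjusted p was 0.926 without control 2 and 0.331 without ATRA 3, the libraries with its highest and lowest mean (1.25 and -0.98 on the log2 scale). Its median was -0.59 without control 1, 0.017 without control 2 and -0.13 without ATRA 3, and its adjusted p was 0.0554 with no filter. Without both, it was higher with ATRA (median 0.27, adjusted p = 0.000602). Azurophil granule genes were higher (2 of 12 rose, median 0.44, adjusted p = 0.000703, and 0.112 with an estimated correlation). Their median was 0.29 with the trends removed. Hdc, the gene of histidine decarboxylase, rose from 281 ± 29.4 to 662 ± 206. Nkg7 was called too, a call lost without control 3 (0.0715).

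Genes of other blood lineages and of stroma were also lower with ATRA. In the T and NK list 13 of 20 genes fell (median -3.31, adjusted p = 8.29e-16), and in the megakaryocyte list 5 of 12, such as Itga2b (median -1.41, and -0.935 without control 3, adjusted p = 9.42e-09). In the stromal list 8 of 13 fell (median -3.32, adjusted p = 2.47e-18). Sparc, a matrix protein gene, fell from 188 ± 40.6 to 3.13 ± 2.32. Such genes, seen in the controls alone, were not tested with a control left out. Without control 1, 2 or 3 the stromal median was -0.11, 0.003 and -0.22, with an adjusted p of 0.103 without control 1 and 0.191 without control 2, and the T and NK median was -2.07, -1.69 and -1.98. The eosinophil, basophil and mast cell list had 9 of 12 genes lower, with Prg2 and Mcpt8 (median -2.90, and -1.77 without control 2, adjusted p = 1.33e-16; adjusted p = 0.0515 with an estimated correlation). Erythroid genes were lower, with Zfpm1 among the 4 of 13 that fell (median -1.19, and -0.58 without ATRA 2, adjusted p = 0.000845; adjusted p = 0.0824 with an estimated correlation). B lineage genes were lower as well, with Blnk among 4 of 11 (median -0.10, mean -1.30, adjusted p = 0.00144; adjusted p = 0.0824 with an estimated correlation, and 0.154 without control 1). The B lineage median was -0.34, 0.17 and -0.21 without control 1, 2 or 3, -0.27 without ATRA 3 and -0.37 with the trends removed. The T and NK, megakaryocyte and stromal calls held with an estimated correlation.

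Heat shock and metallothionein genes were higher with ATRA, with 5 of 16 called (median 0.62, adjusted p = 6.03e-15), and this call held with an estimated correlation. Of the 16, edgeR called 4 higher and DESeq2 8, and limma called 10 when adjusted over the list alone. Hspb1 rose from 12.5 ± 11.3 to 131 ± 25.9. Immediate-early genes had 4 of 19 higher, with Fos and Jund, and 2 lower, Atf3 and Klf4 (median 0.36, adjusted p = 0.0492; adjusted p = 0.212 with an estimated correlation). That call was lost without control 1 (0.154), control 2 (0.0634), ATRA 1 (0.107, median 0.125), ATRA 3 (0.0961) or ATO 3 (0.0515). It was also lost after removal of the length and GC trends (0.517, median 0.069), at a mean of at least 50 (0.152), with upper-quartile scaling (0.0541) and with a pseudocount of 1 (0.0504). The retinoid response list was lower (2 of 13 fell, median -0.58, adjusted p = 0.0184; adjusted p = 0.16 with an estimated correlation). Its call was lost without control 1 (0.0621, median -0.27) or ATRA 3 (0.102), and also at a mean of at least 50 (0.0517), and its median was -0.37 without control 2 and -0.34 without ATO 2. The 2 genes were Cd38, which fell from 57.2 ± 27.5 to 5.34 ± 1.88, and Tgm2, which fell from 159 ± 58.4 to 51.9 ± 6.82. Their fall was not particular to ATRA. With ATO the authors' log2 changes were -1.50 for Cd38 (DESeq2 adjusted p = 0.00164) and -1.39 for Tgm2 (7.67e-05). Retinoids are known to induce both genes in other myeloid cells.

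A cell cycle list and a ribosome list also passed with ATRA. The G2 and M phase list was lower (median -0.32, adjusted p = 0.00786; adjusted p = 0.292 with an estimated correlation). Its median was -0.52 without control 1, -0.17 without control 2 and -0.21 with the length and GC trends removed. Of its 30 genes limma and edgeR called 0 and DESeq2 2, with 5 lower at the unadjusted p. Ribosomal protein genes were higher (median 0.19, adjusted p = 0.000703; adjusted p = 0.613 with an estimated correlation), although limma, edgeR, DESeq2 and the unadjusted p each called 0 of the 81. The median was 0.36 without control 1, and the ribosomal protein call was lost without control 2 (0.142, median 0.098) and after removal of the length and GC trends (0.73, median 0.003). Across all genes the log2 change with ATRA was -0.16 per doubling of transcript length. By library the slope was 0.058, 0.043 and -0.159 in ATRA 1, 2 and 3, against 0.019, 0.265 and 0.142 in controls 1, 2 and 3.

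The remaining lists did not pass with ATRA by the limma statistic. Of 29 p53 targets 2 rose, with Cdkn1a, and 2 fell, with Plk2 (median 0.14, adjusted p = 0.0563). The p53 list passed as higher without control 2 (0.00705), control 3 (0.0052), ATRA 2 (0.049) or ATRA 3 (0.0476), and also with DESeq2 (0.0116), no filter (0.0113), a mean of at least 50 (0.0141), a pseudocount of 0.1 (0.0495), equal depth (0.0375) and ranks (0.0468). Stem and progenitor genes had 4 of 17 lower, with Gata2 (median -0.17, adjusted p = 0.11), and passed as lower without ATRA 3 (0.0393), with DESeq2 (0.00874), with no filter (0.00318) and with the log2 fold change as statistic (0.00415). NRF2 targets had a median of 0.03 but a mean of -0.11 and a test pointing downward (adjusted p = 0.578), and 1 of 21 fell, the heme oxygenase gene Hmox1 (1183 ± 183 to 479 ± 109). The adjusted p was 0.114 for S phase (median 0.10, and 0.0155 without control 2 and 0.0362 with no filter), where limma, edgeR, DESeq2 and the unadjusted p each called 0 of 30. It was 0.794 for the BCL2 family (1 of 23 lower, median -0.12) and 0.69 for ERK output (1 of 10 lower, median -0.18). Ribosome biogenesis genes had an adjusted p of 0.11 (median 0.10), with 0.0361 without ATRA 1, 0.0494 without ATRA 2, 0.0372 with DESeq2 and 0.0332 with no filter. Of these 30 genes limma and edgeR called 0, DESeq2 1, and the unadjusted p 2 higher. Of 26 interferon-induced genes limma, edgeR and DESeq2 called 0, with 4 higher at the unadjusted p (median 0.32, adjusted p = 0.07). They were highest in ATRA 3 for 24 of 26 members, more than 2-fold above every other library for 18. Their adjusted p was 0.0417 without control 3, 9.58e-05 without ATRA 1, 0.000533 without ATRA 2 and, pointing downward, 0.0109 without ATRA 3. The interferon list also passed as higher with DESeq2 (1.18e-05), edgeR (8.59e-05), no filter (0.0165), the replicate block (0.0327), ranks (0.0413) and the log2 fold change as statistic (0.0107). None of these lists passed with an estimated correlation (0.167 to 0.753).

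**Figure D2:**
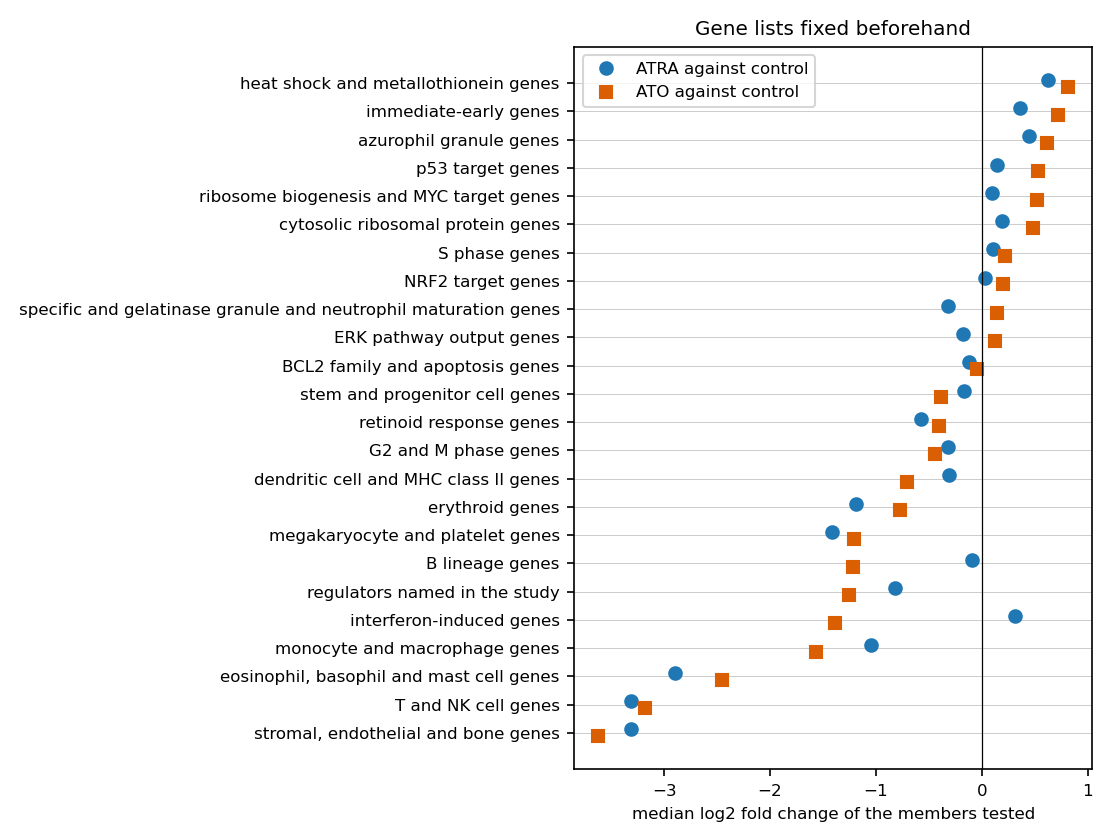
Median log2 fold change of 24 gene lists with ATRA and with ATO against control. The stromal list lies at -3.32 and -3.63, and the heat shock list at 0.62 and 0.82.

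ATO is thought to act on the PML part of PML/RARα and also stresses cells through thiol groups, and its comparison with control asked the same question. The largest increases were again in HSP70 genes. Hspa1b rose from 40.5 ± 10.4 to 1895 ± 221 (n = 3 each; log2 5.56, SE 0.34, adjusted p = 7.02e-06), and Hspa1a from 8.14 ± 3.17 to 367 ± 42.8. Hcar2, a niacin receptor gene of neutrophils and macrophages (chromosome 5, 124313581 to 124315518), rose from 57.4 ± 11.9 to 530 ± 163 (log2 3.17, SE 0.32, adjusted p = 0.00019). Jun (chromosome 4, 94715725 to 94718913) rose from 380 ± 123 to 1352 ± 78.6 (log2 1.89, SE 0.24, adjusted p = 0.000844), and Fos from 236 ± 58.6 to 1462 ± 435. Cdkn1a rose from 1365 ± 166 to 4449 ± 233 (log2 1.71, SE 0.17, adjusted p = 0.000152). Car4, a carbonic anhydrase gene, rose from 867 ± 43.4 to 3642 ± 652. All 3 ATO libraries lay above the 3 controls for these 7 genes.

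Lpl, Mmp12, Il2rb and Ckb fell with ATO. Lpl, the lipoprotein lipase gene (chromosome 8, 71404390 to 71431347), fell from 666 ± 147 to 52.9 ± 6.28 (log2 -3.62, SE 0.29, adjusted p = 4.43e-05). Mmp12 fell to 143 ± 41.2 (log2 -3.55, SE 0.28, adjusted p = 4.43e-05) and Il2rb to 7.15 ± 3.72 (log2 -5.13, SE 0.54, adjusted p = 0.000219). Ckb, the brain-type creatine kinase gene, fell from 528 ± 194 to 47.9 ± 21.5. All 3 ATO libraries lay below the 3 controls for these 4 genes. In total, limma called 742 genes higher and 1035 lower. These counts became 88 higher and 163 lower without control 3, 148 and 468 without ATO 2, 205 and 450 without ATO 3, 507 and 609 without control 2, 429 and 749 without ATRA 2, and 1473 and 1546 without control 1. After removal of the length and GC trends they were 461 and 867, with 882 of the 1777 calls kept.

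Heat shock and immediate-early genes were higher with ATO. In the heat shock list 10 of 16 genes rose and 1 fell, the zinc transporter gene Slc30a1 (median 0.82, adjusted p = 4.77e-14). Of 19 immediate-early genes 10 rose, with Fos, Jun and Jund, and 1 fell (median 0.72, adjusted p = 1.34e-05). Both calls held with an estimated correlation, and the immediate-early median was 0.35 with the length and GC trends removed. Azurophil genes were higher (3 of 12 rose, median 0.61, adjusted p = 0.00054, and 0.147 with an estimated correlation). Their median was 0.27 with the trends removed, and Hdc reached 1061 ± 130. Nkg7 and Elane were called too, but both calls were lost with the trends removed (log2 0.40 and 0.46). They were also lost without control 3 (adjusted p = 0.102 and 0.143). Among 29 p53 targets 7 rose, with Cdkn1a and Plk3, and 3 fell, with Trp53inp1 (median 0.53, adjusted p = 0.0303; adjusted p = 0.182 with an estimated correlation). The p53 call was lost without control 1 (0.0698) or ATO 1 (0.129), with only the 2 groups fitted (0.0515) and after removal of the length and GC trends (0.0607, median 0.031), and the median was 0.345 without ATO 3.

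Growth lists moved in both directions with ATO. Ribosome biogenesis genes were higher, with 12 of 30 called (median 0.52, adjusted p = 1.48e-05; adjusted p = 0.208 with an estimated correlation). Bop1, a gene of ribosomal RNA processing, rose from 3024 ± 635 to 6099 ± 1318, a call lost without control 3 (0.068). Ribosomal protein genes were higher with 1 of 81 called (median 0.48, adjusted p = 1.47e-10; adjusted p = 0.401 with an estimated correlation), and their median was 0.068 after removal of the trends. Of these 81 genes edgeR called 1 higher, DESeq2 10 and the unadjusted p 19. S phase genes had 4 of 30 higher (median 0.22, adjusted p = 0.011; adjusted p = 0.401 with an estimated correlation), a list call lost without control 1 (0.122) or control 3 (0.0541). G2 and M phase genes were lower, with 6 of 30 called (median -0.45, and -0.29 with the trends removed, adjusted p = 0.00428; adjusted p = 0.332 with an estimated correlation). Cenpf, a kinetochore gene, fell from 253 ± 63.2 to 80.4 ± 33.6, a call lost without control 3 (0.0633). Across all genes the log2 change with ATO was -0.26 per doubling of transcript length. The ATO libraries did not share this slope. It was 0.027, -0.025 and -0.369 in ATO 1, 2 and 3, against 0.019, 0.265 and 0.142 in controls 1, 2 and 3. The ribosomal protein mean was 0.007, 0.124 and 0.618 in these ATO libraries and 0.073, -0.443 and -0.307 in the controls (log2 scale). Genes called lower had a median length of 4098.5 bases against 2108 for those called higher.

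Lists of macrophages, antigen presentation, lymphocytes, megakaryocytes, eosinophils with basophils, stroma and interferon response were lower with ATO. Monocyte and macrophage genes had 18 of 30 lower and 2 higher (median -1.57, adjusted p = 1.61e-11; adjusted p = 0.147 with an estimated correlation), with C1qc and Siglec1, a macrophage lectin gene outside the list, among those that fell. Dendritic cell and MHC class II genes had 5 of 13 lower, with Cd74 (median -0.70, with -0.46 without control 3 and -1.16 with the length and GC trends removed, adjusted p = 3.63e-07; adjusted p = 0.152 with an estimated correlation). T and NK genes had 15 of 20 lower (median -3.18, adjusted p = 1.61e-11), megakaryocyte genes 7 of 12 (median -1.21, adjusted p = 2.44e-05), and B lineage genes 3 of 11 (median -1.22, and -0.64 without control 2, adjusted p = 0.000273, and 0.0579 without control 1). Stromal genes had 8 of 13 lower (median -3.63, adjusted p = 4.29e-12). Without control 1, 2 or 3, when genes seen in the controls alone were not tested, the stromal adjusted p was 0.158, 0.17 and 0.084 (median -0.26, -0.13 and -0.22) and the T and NK median -1.65, -1.27 and -1.56. These 4 lists also passed with an estimated correlation. Eosinophil, basophil and mast cell genes had 10 of 12 lower, with Prg2 at 122 ± 35.2 against 862 ± 510 (median -2.46, adjusted p = 4.69e-10; adjusted p = 0.0742 with an estimated correlation). Interferon-induced genes were lower (5 of 26 fell and 1 rose, median -1.39, adjusted p = 0.000396; adjusted p = 0.429 with an estimated correlation), with Parp14 at 121 ± 42.9 against 436 ± 139, a call lost without control 3 (0.0711).

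Other lists did not pass with ATO by the limma statistic. Neutrophil granule genes had 3 of 32 lower and a median of 0.14 (adjusted p = 0.744). The neutrophil list passed as higher without control 2 (0.00266) and without control 2 and ATRA 3 (5.87e-07, median 0.69). The adjusted p was 0.293 for retinoid response (1 of 13 higher and 3 lower, Cd38 and Tgm2 among them, median -0.40). It was 0.149 for NRF2 targets (1 of 21 higher and 2 lower, median 0.20, and 0.0259 without control 2 and 0.0435 with DESeq2). For erythroid genes it was 0.083 (2 of 13 lower, median -0.77, and 0.041 by ranks and 0.00665 with the log2 fold change as statistic). It was 0.203 for stem and progenitor genes (1 of 17 higher and 3 lower, median -0.38, and 0.0255 with the log2 fold change as statistic) and 0.293 for ERK output (2 of 10 higher, with Dusp5, and 1 lower, median 0.13). BCL2 family genes had 3 of 23 higher and 3 lower, with Bmf (adjusted p = 0.886), and their median of -0.05 and upward test differed in sign. None of these 7 lists passed with an estimated correlation (0.249 to 0.913).

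**Figure D3:**
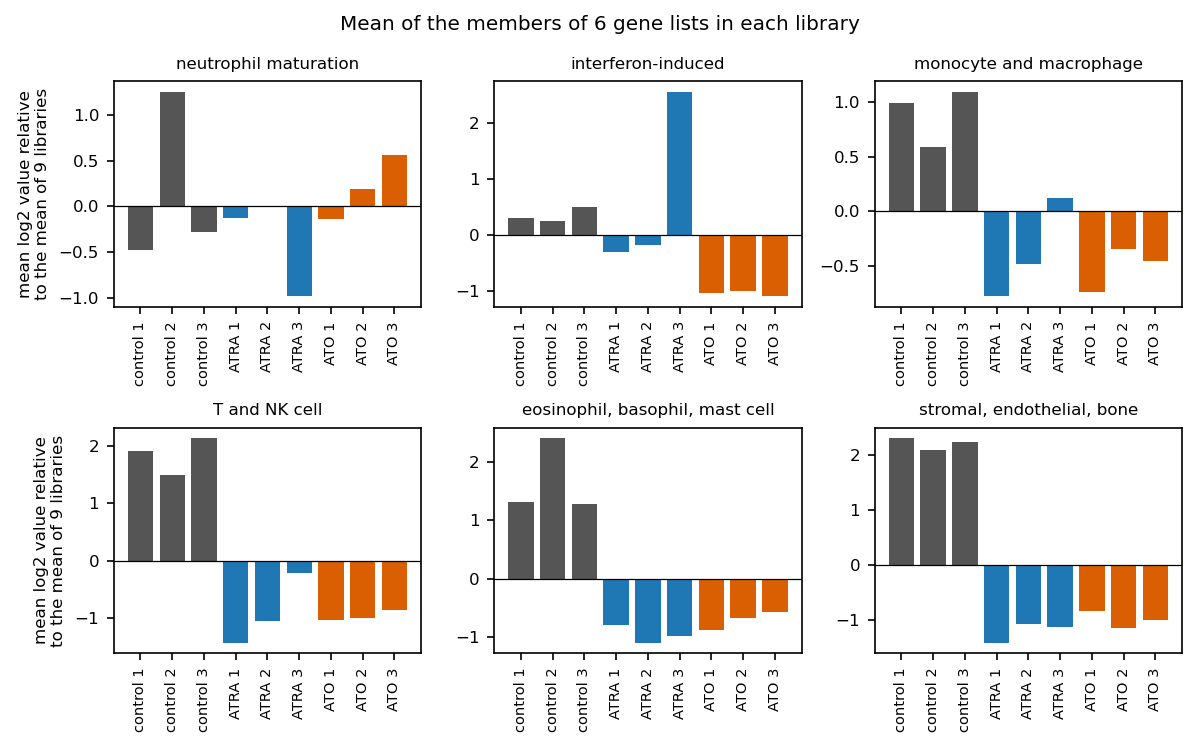
Mean log2 value of 6 gene lists in each library, relative to the mean of the 9 libraries. The interferon list stands at 2.55 in ATRA 3 and the neutrophil granule list at 1.25 in control 2.

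The direct comparison of ATO with ATRA asked whether the 2 drugs differ. It used libraries from both tables after their reads had been scaled together. The limma test called 0 genes, with a smallest adjusted p of 0.0796. At the unadjusted p, 262 genes were higher and 289 lower with ATO, while DESeq2 called 45 higher and 18 lower and edgeR 0. Without control 2 limma called 29 genes, without control 2 and ATRA 3 it called 64, and after removal of the length and GC trends it called 6. Hcar2 had a log2 difference of 1.89 (SE 0.32, adjusted p = 0.0899) and Mmp14, a membrane-bound metalloproteinase gene, -2.01 (SE 0.41, adjusted p = 0.14), and DESeq2 called both. As a list, interferon-induced genes were lower with ATO than with ATRA (median -1.56, and -0.83 without ATRA 3, adjusted p = 1.3e-23; adjusted p = 0.229 with an estimated correlation), with ATRA 3 at 1755 and the other libraries at 3.12 to 91.8 for Oasl2.

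The overlap of the 2 responses was measured because both use the same 3 controls. Of the genes called with either drug, 136 rose with both and 419 fell with both, 555 in all, and 0 moved in opposite directions by limma, edgeR or DESeq2, against 4 at the unadjusted p. Hspa1b, Fos, Jund and Cdkn1a rose with both, and Mmp12, Gpnmb, Cd74 and Il2rb fell with both. Independent lists of these sizes would share 9.9 higher and 44.1 lower genes, and simulated unchanged groups with shared controls shared 0.01 on average. Unchanged groups yield few calls at an adjusted p, so a low simulated count was fixed in advance and cannot weigh the 555. The log2 changes of the 2 drugs correlated at 0.866 over all genes, against 0.502 in the simulation, and the covariance was 0.553 against 0.049. With 3 libraries the controls could not be split between the comparisons, so what the shared controls add beyond the simulation was not measured. The overlap became 114 without control 3, 337 without ATRA 1, 346 without ATRA 2 and 350 without ATO 2. The median ratio of the ATO to the ATRA change was 0.9 for genes chosen by ATRA and 1.4 for genes chosen by ATO.

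**Figure D4:**
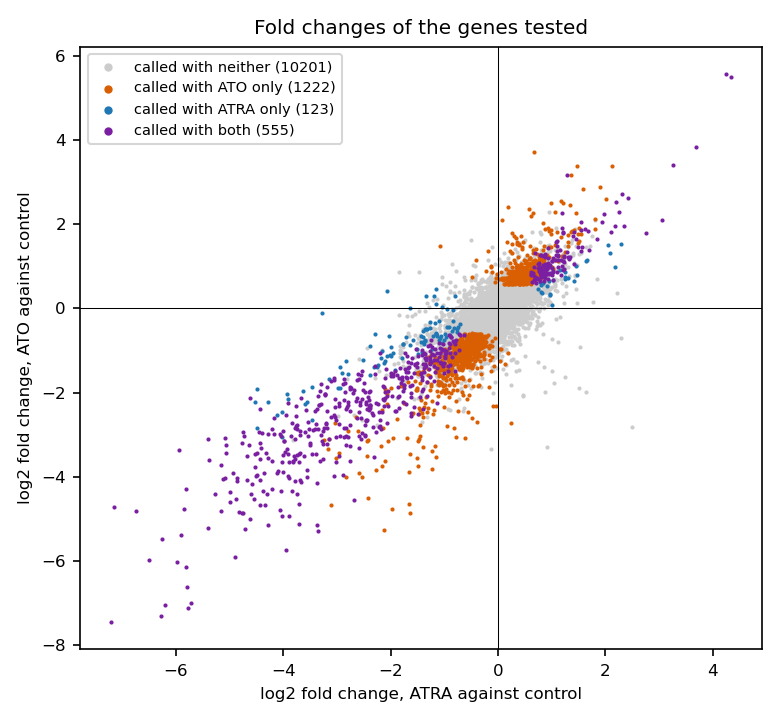
Log2 fold change with ATRA against that with ATO for each of 12101 genes, colored by call. Called with both were 555 genes, with ATO only 1222 and with ATRA only 123.

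The study asked whether either drug restores Irf8 and other regulators repressed in APL progenitors. It defined that repression in c-Kit-positive APL progenitors against normal myeloid progenitors. These libraries held GFP-positive APL cells and no normal sample, so they show only changes against untreated APL cells. The study also measured Irf8 after the drugs by RT-PCR and western blot, and reported its protein as not restored. Irf8, a transcription factor gene of monocyte development (chromosome 8, 123260258 to 123280594), was 1222 ± 189 in controls, 599 ± 135 with ATRA and 426 ± 173 with ATO. It fell with ATO (log2 -1.60, SE 0.29, adjusted p = 0.00534, lower in 3 of 3 libraries), and its adjusted p ran from 1.09e-05 to 0.0533 over 28 alternatives. With ATRA the log2 change was -1.04 (SE 0.29, adjusted p = 0.0583), which was not called. Over 28 alternatives that value ran from 0.000568 to 0.582, and 18 of the 28 left Irf8 uncalled. Among the 10 that called it lower were DESeq2 (0.00884), edgeR (0.0398), the authors' statistics (0.000568), the unadjusted p, the fit of only the 2 groups (0.0169), the removal of the trends (0.0238), and the runs without ATO 1 (0.0141) and ATO 3 (0.0335). Gata2, a stem cell regulator gene (chromosome 6, 88143885 to 88157024), fell from 198 ± 76.8 to 43.7 ± 15.4 with ATRA and 54.0 ± 17.5 with ATO. Mmp14 (chromosome 14, 55050441 to 55060095) fell from 76.8 ± 11.8 to 10.5 ± 2.57 with ATO and was 48.0 ± 26.4 with ATRA. Sox4 fell from 23.8 ± 9.19 to 4.09 ± 1.94 with ATRA, a call lost without ATRA 1 (0.0525) or ATRA 2 (0.104) and at equal depth, and to 4.30 ± 2.20 with ATO, a call lost without ATO 2 (0.0737) and at equal depth.

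Limma did not call the other regulators tested. Mef2c with ATO (adjusted p = 0.0537) was called lower in 8 of 28 alternatives, DESeq2 (0.0339) and the runs without control 1 (0.0376) and ATRA 3 (0.0472) among them. None of the 9 rose with either drug by limma, edgeR, DESeq2 or the unadjusted p. The values for control, ATRA and ATO were 2223, 2865 and 2833 for Ldb1, 4135, 2812 and 2946 for Ikzf1, 75.1, 52.4 and 32.4 for Mef2c, 19.0, 5.33 and 7.29 for Gata1, and 587, 690 and 738 for Tal1. Of the 9 regulators tested, limma called 2 lower with ATRA (4 when adjusted over the list alone) and 4 with ATO (5 when adjusted over the list alone), edgeR 3 and 4, and DESeq2 4 and 5. As a list they were lower with ATRA (median -0.82, adjusted p = 0.0059; adjusted p = 0.0824 with an estimated correlation) and with ATO (median -1.25, adjusted p = 0.0012; adjusted p = 0.0661 with an estimated correlation). Irf8 also belongs to the monocyte and macrophage list, which was lower with both drugs (median -1.05 and -1.57). RNA of other cell types, left open below, was not tested for these regulators. The ATRA list call was lost without control 1 (0.0774) or control 2 (0.0553). The study chose these 12 genes partly on these samples as not raised by the drugs, so their direction is not independent evidence, and Meis1, Aff3 and Bmyc were below the filter.

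Other marker genes of the study varied. Klf4, a monocyte factor gene (chromosome 4, 55540013 to 55545347), fell from 500 ± 48.1 to 245 ± 76.6 with ATRA (log2 -1.08, SE 0.25, adjusted p = 0.0218) and was 312 ± 55.8 with ATO (adjusted p = 0.0722, and called lower by DESeq2 at 0.049, with the authors' statistics at 0.0424 and with the trends removed at 0.0375). The ATRA call was lost without control 2 (0.0554), control 3 (0.128) or ATRA 1 (0.102). Tlr7, a receptor gene for single-stranded RNA, fell from 368 ± 99.2 to 157 ± 16.5 with ATRA, a call lost without control 3 (0.102) or ATRA 2 (0.055), and to 108 ± 11.4 with ATO. The integrin gene Itgam was 9457, 5986 and 7900 in control, ATRA and ATO, the progenitor marker gene Kit 2362, 2108 and 1839, and Rara 460, 464 and 708, none of them called by limma, although Rara was higher with ATO in the run without ATO 1 (log2 0.87, adjusted p = 0.0248). Trp53 rose from 2702 ± 559 to 4361 ± 548 with ATO (adjusted p = 0.026), a call lost without control 2 (0.0623), control 3 (0.149), ATO 2 (0.0778) or ATO 3 (0.0871), with only the 2 groups fitted (0.0526) and with the trends removed (log2 0.36). Limma did not call Myb, Pml or Ctnnb1 with either drug, and Ly6g was not analysed here.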

Values the study reported

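For sorted APL cells, the study reported that ATRA changed the mRNA levels of 1720 genes and ATO those of 3119 genes. The threshold was a fold change above 1.5 and P below 0.05, and the study did not say whether P was adjusted. Its counts lie near those of the authors' unadjusted p given below and far above those of their adjusted p, which argues against an adjusted P. They also lie above those of the adjusted p used here.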

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

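The comparisons of other-cell RNA, of a shift in leukemic share, of exchanged labels and of maturing neutrophils were tests chosen after the results were seen, as were the runs without control 2 and ATRA 3. In 10 lists the ATO change differed from the ATRA change by the test of the difference itself, with a preset correlation, and none of the 10 differences passed with an estimated correlation (adjusted p 0.0566 to 0.492). Each is given with its median difference, ATO minus ATRA. Interferon-induced genes were lower with ATO (median -1.56, adjusted p = 1.3e-23), and their median was -0.83 without ATRA 3, in which 24 of 26 members were highest. Ribosomal protein genes were higher with ATO (median 0.28, adjusted p = 8.8e-11, and 0.0656 without ATO 3 with a median of 0.091, and a median of 0.073 with the length and GC trends removed), as were ribosome biogenesis genes (median 0.36, adjusted p = 1.52e-08). Immediate-early genes were higher with ATO (median 0.33, and 0.22 without ATRA 2, adjusted p = 4.16e-07), as were neutrophil granule genes (median 0.53, and 0.25 without ATRA 3, adjusted p = 1.24e-05) and NRF2 targets (median 0.25, adjusted p = 0.000224). ERK output genes were higher with ATO (median 0.37, adjusted p = 0.0134, and 0.0602 without ATO 2). S phase genes differed at a median of 0.15 (adjusted p = 0.0361, and 0.066 without control 2, 0.115 without ATRA 3 and 0.28 without ATO 3 with a median of 0.098). MHC class II genes differed at -0.31 (adjusted p = 0.0372, and 0.431 without ATRA 3, 0.216 without ATO 1 and 0.0602 without ATO 2), with 0.0699 with no filter and a median of -0.20 without ATO 1, -0.47 without ATO 3 and -0.49 with the trends removed. Heat shock genes differed at 0.18 (adjusted p = 0.0405, and 0.132 without ATRA 1, 0.0797 without ATRA 2, 0.111 without ATO 1 and 0.191 without ATO 3), with a median of 0.32 without ATRA 3, 0.29 without ATO 2 and 0.055 without ATO 3, and the call was lost with the trends removed (0.141, median 0.072).

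Genes of macrophages, lymphocytes, stroma and basophils were lower with both drugs, and removal of length and GC trends left 95.7% of those calls lower, which argues against these trends as the whole cause. RNA of other cell types in the control libraries stays open, although the GFP sort would remove unlabelled cells, and the count of 33 of 45 genes of the T and NK, stromal and basophil lists that fell decides nothing, because the pattern was seen in these lists. None of the 45 is in another list. A mean of at least 10 in both drug groups was met by 17, of which 7 were lower, but a fall itself takes genes below that cut. The most abundant of the 45, Spp1, was 7257, 8753 and 10720 in control, ATRA and ATO and not called, while Prg2 and Mcpt8 fell from 862 and 832. The permutation p of the stromal against the erythroid median was 0.063 for ATRA and 0.003 for ATO. It exchanges genes between the lists, not libraries, and the stromal median rests partly on genes seen in the controls alone. A single change in the leukemic share that moves every other cell type alike therefore cannot be told apart from separate changes. A response of the leukemic cells themselves stays open.

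Neutrophil granule genes were high in control 2 and low in ATRA 3, with Ltf at 24195 in control 2 and 2109 and 2330 in the other controls, and 1381 in ATRA 3 against 10511 and 10331. An exchange of these 2 labels was left undecided by how near each library lay to its group, since 57.2% of called genes placed control 2 nearer its own group and 74.5% placed ATRA 3 nearer its own, where more than 75% in both had been asked for. A count chosen after that outcome found 6 called genes with the labels exchanged against 630 as labelled. That argues against an exchange of the labels as deposited. The exchanged grouping is also among the splits counted below, so the 6 given there is the same result. Both deposited sets of values carry a code that matches control 2 and ATRA 3, and its meaning is not given. Whether these labels had been handled before deposit cannot be told from this count. A different share of maturing neutrophils stays open, since 75% of the 32 genes being lowest of the ATRA libraries in ATRA 3, and 90.6% highest of the controls in control 2, restates the pattern.

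More genes changed with ATO than with ATRA. Thinning all libraries to equal depth gave a ratio of 2.62, which argues against read depth. After removal of length and GC trends the ratio was 1.72, lower than the 2.62 above, so the part of those trends cannot be told apart from other causes. The ratio was 0.87 without ATO 3 and 1.08 without ATO 2, and each met the criterion set for a library that stands apart. It was 2.96 without ATO 1, and all these runs also cost power. The explanation by a library that stands apart stays, but the criterion does not single out ATO 3 from ATO 2. Whether ATO acts more strongly stays open, since no gene differed between the drugs at the adjusted p by limma (551 at the unadjusted p, 63 by DESeq2, 0 by edgeR).

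The 6 libraries of each comparison split in 10 ways, too few for a share under 0.1. The real split of control and ATRA called 630 genes, and 1 split of 10, the real one, gave as many, with 6 as the highest of the others. For control and ATO the real split called 1107 genes in recovered reads (1109 with the values as deposited), 1 of 10 gave as many, and the highest other was 0. For ATO and ATRA all 10 splits called 0.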

How the results depend on the processing

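The edgeR, thinned, trend-removed and authors' statistics and the run without control 2 and ATRA 3 were chosen after seeing the data. Of 11233 values of named genes under alternatives, 10513 kept their side of the threshold, 459 lost the call and 261 gained it. Called values changed sign in 0 cases and uncalled values in 108, of which Irf7 with ATRA was then called lower (adjusted p = 0.0244, log2 -1.19, without control 2 and ATRA 3). For the lists 1696 of 1860 kept their side, 106 lost, 57 gained and 1 reversed (neutrophil granule genes with ATRA, adjusted p = 0.000602 without control 2 and ATRA 3, with fewer samples). Counts are given in the order ATRA, ATO, overlap of ATRA and ATO responses, and regulators, and unless said the cause was not tested. The regulator count adds the calls with ATRA to those with ATO, so a regulator called with both drugs counts for each. The unadjusted p gave 1654, 3109, 1314 and 10, and 551 for ATO against ATRA. The Benjamini-Yekutieli adjustment gave 213, 248, 136 and 2. No filter gave 1087 for ATRA, 849 for the overlap and 10 regulator calls. A mean of at least 50 gave 301, 249 and 3, since the number of genes tested differs. A fold change over 2 left 979 for ATO. DESeq2 called 1066 for ATRA, 839 for the overlap and 63 for ATO against ATRA. Fitting only the 2 groups gave 1109 for ATO. The authors' adjusted p gave 1062 for ATRA, 1963 for ATO and an overlap of 839, and their unadjusted p gave 1717, 3113, 1384 and 13. Removal of the trends gave 6 for ATO against ATRA, and the run without control 2 and ATRA 3 gave 64. With 1 library left out, counts ran from 164 to 749 for ATRA, 251 to 3019 for ATO, 0 to 29 for ATO against ATRA, 114 to 539 for the overlap, 4 to 7 for the regulators and 24 to 36 for lists passing over both drugs, against 33 in all and 10 with an estimated correlation. Other pseudocounts, upper-quartile scaling, centring, thinning and edgeR kept the ATRA and ATO counts within 1.5 times. Ranks, the log2 fold change as statistic or a preset correlation of 0.05 also ended list calls, for immediate-early genes with ATRA (0.292, 0.143 and 0.139), p53 targets with ATO (0.18 and 0.131 for the last 2 of these) and B lineage genes with ATRA (0.131 by ranks) among others. A block on the replicate number gave 720 and 1981 and called Irf8 lower with ATRA (0.0378). Same-number libraries correlated at -0.381 to 0.331, and other pairs at -0.288 to 0.308. Of 9 same-number pairs 5 were over 0.1, and 4 of 9 libraries matched best with their own number. With so few libraries this cannot decide whether the numbers pair the samples. The controls could not be split between the comparisons. Depth was lowest in ATO 3 (12192491 reads), and equal depth gave 569 and 1490.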

Other observations

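The values in this part were picked after seeing the data. Interferon-induced genes varied within groups. Irf7 was 1591 in ATRA 3, while the ATO mean was 39.4 ± 7.72 (n = 3) and the control mean 170 ± 51.2. The mean of the list was 2.55 above the 9-library mean in ATRA 3 and between -1.09 and -0.996 in the ATO libraries, on the log2 scale. Cxcl10, a chemokine gene of the same list, rose with ATO from 171 ± 127 to 807 ± 139 (limma adjusted p = 0.00924, and 0.0759 without control 3).

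Ngp, a neutrophil granule gene, was 92265 in control 2 and 15677 and 19120 in the other controls, and 11734 in ATRA 3 against 60790 and 61059.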
